A study of Xenopus tropicalis with 16 samples. Its data were reported in "The histone H4K20 methyltransferase SUV4-20H1/KMT5B is required for multiciliated cell differentiation in Xenopus" (2023).

How the data were processed

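RNA was sequenced from animal cap explants of Xenopus tropicalis. An animal cap is the piece of prospective ectoderm that is cut from the top of a blastula. In culture it goes on to form embryonic epidermis. Embryos had been injected with a control morpholino or with translation-blocking morpholinos against the mRNAs of the SUV4-20H1 and SUV4-20H2 enzymes, which methylate histone H4. A morpholino is an antisense oligomer, and the pair injected together is called the knockdown here. Explants were taken at 3 stages of the Nieuwkoop and Faber series: NF10 (gastrula), NF16 (neurula) and NF24 (tailbud). The 16 libraries form 6 groups, which were taken from the sample labels. There were 3 control and 3 knockdown libraries at NF10, 2 and 2 at NF16, and 3 and 3 at NF24.

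The deposited values are raw counts of sequenced fragments per gene, without normalization. Per the labels, total RNA was treated with DNase, depleted of ribosomal RNA and made into strand-directional libraries. The authors aligned paired reads to the X. tropicalis genome with STAR and had the same STAR run count fragments over Xenbase gene models. The gene identifiers carry assembly version 9. Each library has 3 count columns, for unstranded counting and for each strand, over 14373 genes. Another 4 lines tally unmapped, multimapping, outside-gene and ambiguous fragments. The multimapping tally is 0 in every library, so fragments with several genomic positions were not counted there. Genes with near-identical copies may therefore be undercounted. This could not be assessed per gene, because gene models of this assembly were not used here.

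The strand column with the larger total over all libraries was used, a rule set beforehand together with the groups, the test designs, the rule for naming genes and most alternatives, all before the data were examined. None of the 14373 identifiers matched the gene symbol table used here, which belongs to another assembly (0 matches to UCB_Xtro_10.0). For that reason the morpholino target genes and 5 further genes picked in advance were not analysed here. Tests of ciliary and microtubule gene families, and checks on gene length and GC content, were not analysed here either. The labels of the knockdown libraries were thus not checked against the target transcripts.

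Genes with at least 1 read in 75% of the 16 libraries (12 libraries) were kept, which left 11997 genes. A gene without reads in any NF10 library cannot reach 12 libraries, so such genes were left out of the main tests. Groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling factors and Benjamini-Hochberg adjustment over the genes tested. The threshold was an adjusted p of 0.05. Each pairwise comparison was fitted on its own libraries, as the authors did with DESeq2. The difference between knockdown effects at successive stages was tested as an interaction term in a fit of all 6 groups. The standard error of a log2 fold change was approximated as its size divided by the square root of the F statistic. Principal components, correlations and positions used log2 CPM, counts per 1000000 assigned fragments, with TMM factors over all libraries and a prior count of 2. Position was the projection of a library on the line from the mean NF10 control (0) to the mean NF24 control (1), computed without the library in question. Position, the relation of the NF16 effect to NF24, and the checks on read categories were chosen after the data had been examined. Tests on single values were exact permutation tests.

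Named genes were those with the largest log2 change each way at adjusted p under 0.05, with a mean of at least 5 CPM over the libraries of the contrast, and with each knockdown library beyond each control library. At most 2 identifiers each way were printed, because no symbols were matched.

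Control and knockdown titles share replicate numbers, and these were taken as a possible pairing. The pairing was checked by correlating the deviations of libraries from their group means. Fits with the replicate number as a block are given beside those without it. Further alternatives were DESeq2 1.42.0, RLE size factors, total counts only, no filter, edgeR's filterByExpr, the unstranded column, all 6 groups in one fit, a minimum log2 change of 1, and leaving out each library. Thinning all libraries to the smallest total, and the alternatives for position and for correlations across genes, were added after the data had been examined.

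The code was tested on simulated counts drawn with the means and totals of the real libraries. In these, 200 of 11997 genes were given a log2 change of 2. The changed genes were drawn among those with a mean of at least 5 CPM, and the counts held no replicate effect. Without a block the test recovered 53% of them at NF10, 90.5% at NF16 and 83% at NF24. With the replicate number as a block it recovered 100%, 61% and 99%. Unchanged genes were called as well. Without a block there were 12, 27 and 11 of them, beside 106, 181 and 166 changed genes. With the block there were 24, 3 and 18, beside 200, 122 and 198 changed genes.

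Counts assigned to genes ranged from 10692685 to 40286023 per library. A level of 3 counts, taken here as the floor of detection, corresponded to between 0.0745 and 0.281 CPM before scaling. Wilson 95% intervals for the shares of fragments given below were at most 0.0413 percentage points wide. These intervals and floors cover counting error only, since amplified fragments are not independent molecules.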

Results

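To follow how loss of SUV4-20H enzymes changes transcription while ectoderm differentiates, RNA was profiled in animal caps at gastrula (NF10), neurula (NF16) and tailbud (NF24) stages. The data comprised 16 libraries, 8 from control and 8 from knockdown explants. The deepest library was NF16 control replicate 2, with 40286023 fragments assigned to genes. The other NF16 control had 14218600, and the NF16 knockdowns had 21938081 and 14486551. NF10 libraries ranged from 13254827 to 28121447 assigned fragments. At NF24 the controls ranged from 18054098 to 20715259 and the knockdowns from 10692685 to 16488846, so each knockdown was shallower than each control at that stage. Between 11920 and 13308 genes had at least 1 count in a library. The most abundant gene took at most 6.46% of the counts of a library.

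Principal component analysis was used to see how the libraries were ordered. The first component held 71.0% of the variance and separated the stages, and the second held 9.57%. NF10 control and knockdown libraries lay together, at scores between -174 and -152 on the first component. At NF16 the controls lay at 97.1 and 88.8 and the knockdowns at 19.4 and -0.0819. The NF24 controls lay between 129.8 and 134.7, and the knockdowns at 119.6, 126.9 and 109.8. On the second component NF24 knockdown replicate 3, at 3.31, stood apart from the other 2 knockdowns, at -41.3 and -38.1. The same-numbered NF24 control, at -26.1, also lay above the other 2 controls, at -51.0 and -51.2.

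**Figure D1:**
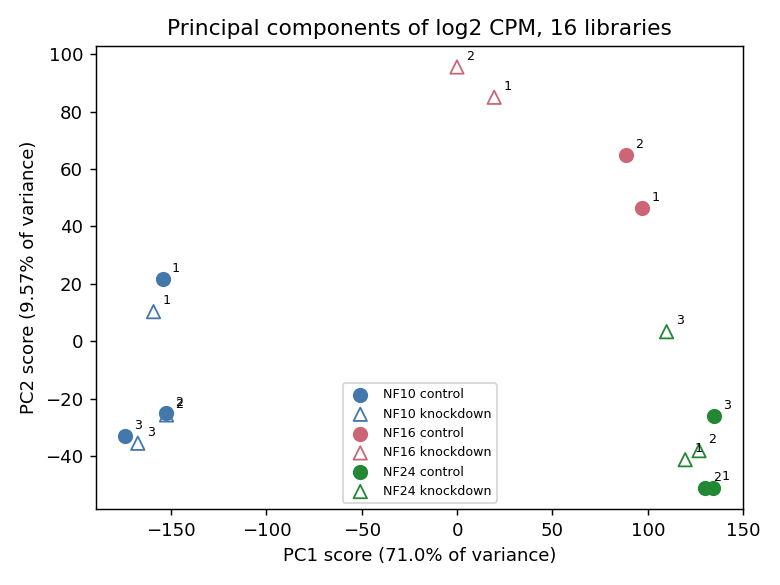
Scores of the 16 libraries on the first (horizontal) and second (vertical) principal components of log2 CPM, without units; filled circles are controls, open triangles are knockdowns, colours mark the stage and the digits the replicate number. NF10 libraries fall into same-numbered pairs, and the NF16 knockdowns lie at 19.4 and -0.0819 on the first component, between the NF10 libraries and the NF16 controls at 97.1 and 88.8.

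Replicate spread differed between the stages. Without a block, the common biological coefficient of variation was 0.50 at NF10, 0.315 at NF16 and 0.377 at NF24. At NF10, same-numbered control and knockdown libraries correlated at r = 0.983 to 0.990 across genes, whereas libraries of one group correlated at 0.934 to 0.954. Deviations from the group means correlated on average at 0.774 between same-numbered NF10 libraries and at -0.386 between the others. The corresponding means at NF24 were 0.375 and -0.189. At NF16 the same-numbered value was -0.142 and the crossed value 0.142, so the numbers in the titles showed no pairing of the NF16 libraries. Deviations within a group cancel out, so the values for other pairs follow largely from the same-numbered ones. At NF16 the crossed value is the same-numbered value with its sign reversed. No library was a repeat deposit of another. Within groups, the chi-square of counts over its degrees of freedom was at least 55.5.

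The first comparison asked which genes respond to the knockdown at the gastrula stage. Of 11997 genes tested, 0 differed at NF10 at adjusted p under 0.05 in edgeR's quasi-likelihood test, with 3 libraries in each group. An unadjusted p under 0.05 was reached by 57 genes, against 600 expected by chance. With the replicate number as a block, where the pairing check was 0.774, the coefficient of variation dropped to 0.176. That fit also gave 0 genes, with 1143 at unadjusted p under 0.05. The alternatives that moved this count were DESeq2 and the fit of all groups, which each called 1 gene, the same in both. Its level was 69.1, 77.8 and 75.8 CPM in the controls and 24.4, 21.7 and 11.7 CPM in the knockdowns, a log2 change of -1.93 at an adjusted p of 0.000671 in DESeq2. It was singled out after its values were seen.

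The same question was asked at the neurula stage. At NF16, 2505 genes (20.9% of those tested) differed at adjusted p under 0.05, with 2 libraries in each group. Levels were higher in the knockdown for 956 genes and lower for 1549. The median absolute log2 change of these genes was 1.78, and 2473 of them changed by at least 1 on the log2 scale. The block of title replicate numbers, for which the pairing check was -0.142, gave 1970 genes, 647 higher and 1323 lower. The block with crossed numbers, where the check was 0.142, gave 3712 genes, the furthest of the alternatives. With no filter, which brings back genes absent at NF10, 3137 of 13565 genes were called, 1290 higher and 1847 lower. Scaling by total counts alone changed the split to 1405 higher and 1377 lower genes. That scaling moved the median log2 change of all genes from 0.03 to 0.18.

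Among the named genes, Xetrov90024924m.g fell by 8.09 on the log2 scale (approximate SE 0.81, adjusted p 0.00104 by edgeR). Its level was 30.9 ± 10.6 CPM in controls and 0.131 ± 0.185 CPM in knockdowns (SD, n = 2). The knockdown values rested on 0 and 4 counts. Xetrov90016330m.g fell by 6.92 (approximate SE 0.72, adjusted p 0.00104 by edgeR), from 60.3 ± 41.7 to 0.522 ± 0.369 CPM (SD, n = 2). In NF24 controls these genes stood at 145.8 ± 75.8 and 131.4 ± 53.7 CPM (SD, n = 3), and in NF10 controls at 0.348 ± 0.249 and 0.190 ± 0.112 CPM (SD, n = 3). Xetrov90014292m.g rose by 4.62 (approximate SE 0.71, adjusted p 0.00325 by edgeR), from 0.569 ± 0.60 to 16.1 ± 7.59 CPM (SD, n = 2). In NF10 and NF24 controls it stood at 0.0251 ± 0.0225 and 0.182 ± 0.116 CPM (SD, n = 3), below the NF16 knockdowns. Xetrov90007180m.g rose by 6.06 (approximate SE 1.72, adjusted p 0.0374 by edgeR), from 0.216 ± 0.306 to 10.2 ± 13.6 CPM (SD, n = 2). That rise rested on knockdown replicate 2, at 19.8 CPM against 0.609 CPM in replicate 1, and its adjusted p was 0.104 with the replicate block and 0.169 in DESeq2. In NF10 and NF24 controls this gene stood at 6.39 ± 3.74 and 0.491 ± 0.360 CPM (SD, n = 3). None of the 4 genes passed the threshold at NF24, where no tested gene did. Their adjusted p-values by edgeR lay between 0.374 and 0.772. In the order given here, their NF24 log2 changes were -0.76, -0.99, 3.27 and 3.85, each in the direction seen at NF16.

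At the tailbud stage 0 genes passed the threshold in the comparison of 3 knockdown with 3 control libraries, and the smallest adjusted p of edgeR was 0.264. An unadjusted p under 0.05 was reached by 1227 genes, against 600 expected by chance. With the replicate number as a block, where the pairing check was 0.375, the coefficient of variation dropped to 0.268 and 4 genes were called, all higher in the knockdown. DESeq2 called 269 genes at this stage, 226 higher and 43 lower. Of these 269 genes, 97 were also among the 2505 genes called at NF16.

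**Figure D2:**
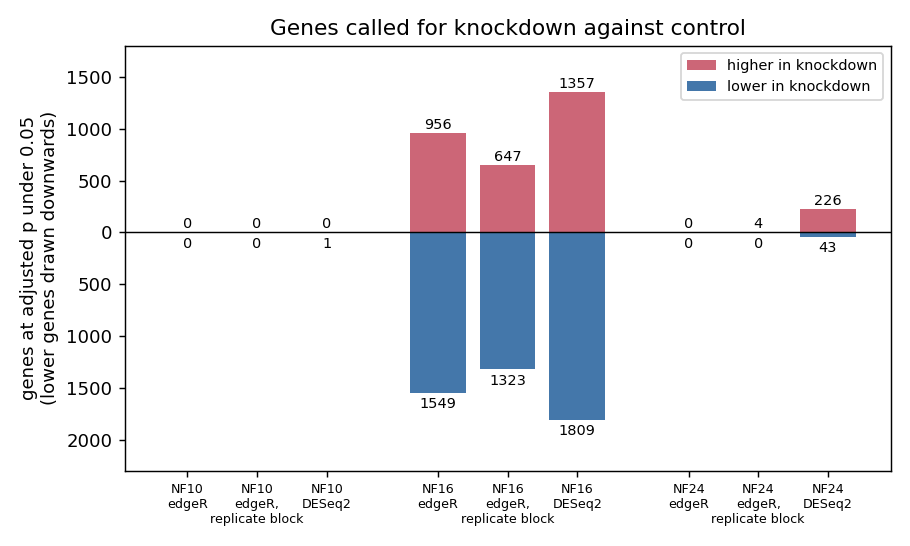
Number of genes at adjusted p under 0.05 for knockdown against control at each stage, in edgeR, edgeR with the replicate number as a block, and DESeq2; bars above 0 count genes higher in the knockdown and bars below 0 genes lower in it. NF16 has 2505, 1970 and 3166 genes in the 3 fits, NF10 has 0, 0 and 1, and NF24 has 0, 4 and 269.

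Control explants were compared between successive stages as a measure of normal differentiation. From NF10 to NF16 5671 genes (47.3%) changed at adjusted p under 0.05, 3035 upwards and 2636 downwards. From NF16 to NF24 3550 genes (29.6%) changed, 1740 upwards and 1810 downwards. The first contrast compared 3 with 2 libraries and the second 2 with 3. Of the 2505 genes called for the knockdown at NF16, 1821 also changed in controls from NF10 to NF16, and 1785 of these had opposite signs. With the control change from NF16 to NF24 844 genes were shared, 408 of them with opposite signs. The NF16 controls enter all 3 contrasts, so part of the opposition in the first and of the agreement in the second is built in. Against the NF10 to NF24 control change, which shares no library with the NF16 comparison, 797 of the 956 higher genes (83.4%) fell in controls and 1399 of the 1549 lower genes (90.3%) rose. Among all tested genes 49.4% fell and 50.6% rose.

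Whether the knockdown effect itself differed between stages was tested as an interaction. The effect at NF16 differed from that at NF10 for 500 genes at adjusted p under 0.05, with 188 higher and 312 lower at NF16. The effect at NF24 differed from that at NF16 for 222 genes, with 151 higher and 71 lower at NF24. With the replicate number as a block within each stage, under the pairing checks of 0.774, -0.142 and 0.375, these counts were 2165 and 1779. DESeq2 gave 1365 and 958.

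The NF16 gene sets were then followed to NF24, whose libraries are separate. Of the 956 genes higher at NF16, 747 (78.1%) were also higher in the NF24 knockdown, where 47.6% of all tested genes were higher. Of the 1549 lower genes, 1277 (82.4%) were also lower, against 52.4% of all genes. The median log2 change of the higher set was 1.54 at NF16 and 0.37 at NF24. For the lower set it was -2.06 at NF16 and -0.33 at NF24. At NF10 the medians were 0.06 and -0.01. The sets were selected for their change at NF16, so part of the difference in medians between NF16 and the other stages is built in. Across genes, which are not independent replicates, the knockdown effects at NF16 and NF24 correlated at r = 0.424 (Spearman's rho 0.432). Taken one NF24 knockdown library at a time, r was 0.338, 0.118 and 0.462 for replicates 1, 2 and 3.

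The position of each library between the mean NF10 control and the mean NF24 control summarised these differences. At NF16 the controls stood at 0.819 ± 0.0209 and the knockdowns at 0.537 ± 0.0470 (SD, n = 2). The exact two-sided permutation p was 0.333, the smallest that 2 against 2 libraries allow. At NF24 the controls stood at 0.978 ± 0.0122 and the knockdowns at 0.925 ± 0.0398 (SD, n = 3), with an exact two-sided permutation p of 0.1, the smallest for 3 against 3. At NF10 the values were 0.0415 ± 0.0555 and 0.0113 ± 0.0185 (SD, n = 3; exact permutation p 0.4). Adjusted over the 3 stages, the p-values were 0.4, 0.3 and 0.4 for NF16, NF24 and NF10. All knockdown libraries at NF16 and NF24 lay below all controls of their stage, but the design cannot reach an exact p under 0.05.

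**Figure D3:**
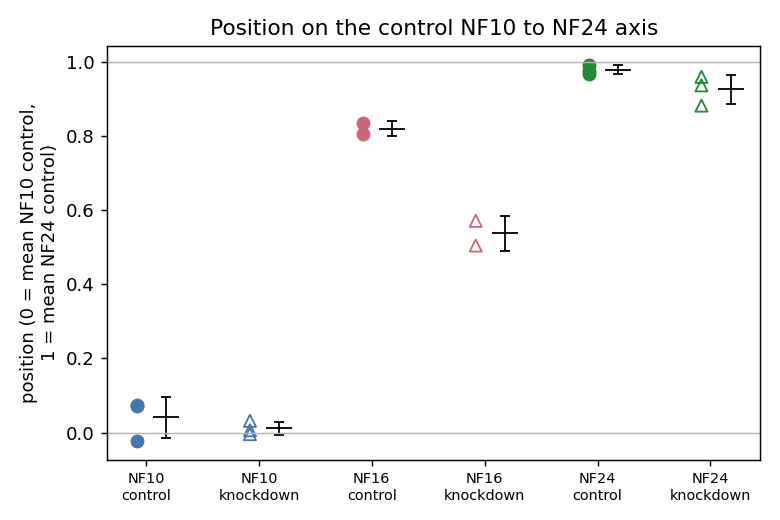
Position of each library (vertical axis, no unit) on the line from the mean NF10 control at 0 to the mean NF24 control at 1, by group; circles are controls, triangles are knockdowns, and the bars beside them show the mean ± SD. The NF16 knockdowns lie at 0.571 and 0.504, below the NF16 controls at 0.834 and 0.805, while the NF10 groups overlap.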

Values the study reported

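The study reported that 3686 genes, or 19.7% of all genes, had altered expression in the neurula-stage explants that it analysed in detail, and that 2246 of these were down-regulated. Those neurula values may rest on other libraries than the ones analysed here. The study described very few misregulated genes at the gastrula stage. At the tailbud stage it reported that knockdown explants fell apart by themselves into single cells. It found their RNA profiles scattered in principal component analysis, so that differential expression was hard to judge there.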

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

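The tests in this part were chosen after the results they bear on had been seen.

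The knockdown effect differed between stages in both interaction tests, for 500 genes between NF10 and NF16 and for 222 genes between NF16 and NF24. The wide spread among NF10 libraries, which follows the replicate numbers, was considered as a technical explanation of the first. With the replicate number as a block within each stage the count rose to 2165, and 497 of the 500 genes were among them. A block that removes such spread can raise a count, so this test alone does not rule the explanation out. The blocked fit of NF10 on its own also called 0 genes. In simulated counts it recovered 100% of log2 changes of 2 in genes of at least 5 CPM. That goes against replicate spread as what hid many changes of that size in such genes. Smaller changes, and genes at lower levels, were not simulated. Replicate spread may have hidden those, since genes at unadjusted p under 0.05 in edgeR rose from 57 to 1143 with the block. The NF16 groups hold 2 libraries each. For the second, single NF24 libraries were considered. Without NF24 knockdown replicate 3, whose effect was nearest to that at NF16, the count rose from 222 to 344. The NF16 against NF10 count, which shares only the estimate of spread with that library, rose from 500 to 616 without it. The cause of the rise was not tested. Without NF24 knockdown replicate 1 or replicate 2 it was 102 in each case, and without NF24 control replicate 2 it was 24, so the test leans on single NF24 libraries. Differences between experiments could not be excluded, because several NF16 and NF24 libraries carry numbers in their file names that differ from the replicate numbers of their titles. As a hypothesis, the knockdown effect may be larger at NF16 than at NF10 and NF24, but it cannot be told apart from a difference between experiments.

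Reads outside the counted genes were more frequent in 2 of the 3 NF24 knockdown libraries than in any of the 8 controls. Unmapped fragments made up 51.2% of NF24 knockdown replicate 1 and 40.5% of replicate 3, above the highest share in the 8 controls, 34.0%. Mapped fragments outside genes made up 52.5% and 54.2% in these libraries, against at most 47.7% in controls. Fragments on the strand opposite to genes made up 4.58% of the stranded counts in replicate 1, against at most 4.05% in controls. Replicate 3, which had the highest outside-gene share, was within the control range at 3.13%. NF24 knockdown replicate 2, at 31.3%, 43.3% and 1.76%, was within the control range.

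Genomic DNA in the RNA is one candidate explanation, since it would raise the outside-gene and opposite-strand shares together. Over the 6 NF24 libraries these shares correlated at r = 0.771 (exact permutation p 0.0972) and at Spearman's rho 0.657 (exact permutation p 0.175), the only relation tested in this family. Without the 2 libraries farthest from the median opposite-strand share, r was 0.908. Each NF24 group has 3 libraries, too few to repeat the correlation within groups. The relation did not pass 0.05, of these 2 shares only the outside-gene share passed the controls in replicate 3, and unspliced or degraded RNA would shift the outside-gene share as well. A biological cause at NF24 thus cannot be told apart from genomic DNA or RNA quality. The paper describes knockdown explants that fell apart into single cells at this stage. Whether that bears on these shares was not tested. The unmapped share was not explained by any test here. Whether fragments with several genomic positions are among the unmapped is not stated. The labels name a single kit for removing ribosomal RNA, whereas the paper names 2 alternative kits without saying which libraries had which. Whether kits differed between these libraries is not stated.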

How the results depend on the processing

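The 7 gene counts, the position of the NF16 knockdown and the 2 correlations across genes were recomputed under alternatives, not all of which were run for each. Over all results this gave 113 values, and 94 of them stayed within 1.5 times the count or within the replicate spread. Of these 94, 26 are counts of 0 genes at NF10 or NF24 that were 0 before as well and show no stability. The genes at unadjusted p under 0.05 behind them ranged from 32 to 1143 at NF10 and from 688 to 2105 at NF24. The NF16 knockdown count did so under each of its 11 alternatives, from 1833 genes with all groups in one fit to 3712 with the crossed replicate block. Of its 2505 genes, 1644 and 2503 were called again in those fits. Position and the correlations kept their values under other scalings, the unstranded column and filterByExpr, within the replicate spread. The cause of the changes below was not tested.

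DESeq2 called 1 gene for the knockdown at NF10, 269 at NF24, 1365 for the NF16 against NF10 effect and 958 for the NF24 against NF16 effect, where edgeR called 0, 0, 500 and 222. At an unadjusted p under 0.05, edgeR counted 57 genes at NF10 and 1227 at NF24. With all groups in one fit, 1 gene was called at NF10, 11 at NF24 and 1872 for the control change from NF16 to NF24. The replicate block gave 4 genes at NF24, and within each stage it gave 2165 and 1779 genes for the NF16 against NF10 and NF24 against NF16 effects.

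Leaving out one library gave 0 genes in all 6 NF10 fits and from 0 to 4 genes in the 6 NF24 fits. It gave from 4726 to 6212 genes for the control change from NF10 to NF16 and from 2084 to 3756 for that from NF16 to NF24. The NF16 against NF10 effect ranged from 289 to 616 genes and the NF24 against NF16 effect from 24 to 344. No count was made without an NF16 library, since that leaves 1 library in a group.

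Total counts alone shifted the median log2 change of all genes from 0.00 to -0.69 between NF10 and NF16 controls and from 0.05 to 0.33 between NF16 and NF24 controls. The share of higher genes moved from 53.5% to 33.5% and from 49.0% to 69.8% in these contrasts. For the knockdown at NF16 it moved from 38.2% to 50.5%, for the NF16 against NF10 effect from 37.6% to 51.2%, and for the NF24 against NF16 effect from 68.0% to 49.1%. The excess of lower genes at NF16 was thus lost under total counts alone. It was present with RLE size factors (1009 higher, 1546 lower), in DESeq2 (1357 and 1809) and with the crossed replicate block (1623 and 2089).

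Of 60 further values for named genes and for the coefficient of variation, 49 stayed the same, 9 moved and 2 weakened. Both that weakened concern Xetrov90007180m.g, whose log2 change ranged from 1.89 to 10.95 when one NF16 library was left out. In the same fits Xetrov90024924m.g ranged from -12.58 to -6.86, beyond its approximate SE. Xetrov90016330m.g ranged from -7.82 to -5.98 and Xetrov90014292m.g from 3.97 to 6.70. The coefficient of variation dropped to 0.176 at NF10 and 0.268 at NF24 with the replicate block. At NF16, where the title numbers showed no pairing of the libraries, it was 0.339 with the block. The order of the stages by spread was thus reversed by the block.

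NF24 knockdown replicates 1 and 3 are the shallowest libraries, but no test here showed depth to limit that comparison more than the others. Thinned to 10692685 counts, all libraries gave 0 genes at NF10, 2223 at NF16 and 0 at NF24, so the deepest library does not account for the NF16 count. Depth and design still allowed calls of large changes, since simulated log2 changes of 2 were recovered at all stages. Alternatives planned for the gene families and for genes picked in advance were not run, because no identifier was matched to a symbol.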

Other observations

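The correlation tests of a delay at the 3 stages, and the counts of other sample splits for edgeR at NF10 and NF24, were set before their results were seen. The other tests in this part were chosen afterwards.

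Other splits of the libraries were compared with the real one. At NF10 and NF24 the 6 libraries can be split in 10 ways, of which 4 part all same-numbered pairs, so no share under 0.05 can be reached. All 4 of the 4 splits gave as many genes in edgeR at NF10, and 4 of 4 at NF24, because each gave 0. At unadjusted p under 0.05 the real split gave the highest count of the 4 at both stages, 57 against at most 32 at NF10 and 1227 against at most 504 at NF24. With the replicate block these were 1143 against at most 432, and 2217 against at most 774. For DESeq2 at NF24, 1 of the 4 splits, the real one, gave as many as 269 genes, and the others gave at most 7. The 6 splits that part only 1 pair put replicate numbers on opposite sides. At NF10 they gave from 35 to 852 genes in DESeq2, each more than the 1 gene of the real split. At NF24 1 of the 6 gave 787 genes, more than the real split, and the others gave from 5 to 54. With 4 comparable splits this count cannot exclude a chance split for the 269 genes, whatever its outcome, although the real split gave the most.

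A slower differentiation of knockdown explants is a hypothesis that may account for much of the NF16 difference. Its prediction is that the knockdown effect runs against the control change between the other 2 stages, which shares no library with it. Across 11997 genes, which are not independent replicates, r was -0.603 at NF16 (Spearman's rho -0.537). Single NF16 knockdown libraries gave -0.644 and -0.495, and single NF16 controls set against each other gave -0.121 and 0.121. At NF24 r was -0.222, and single knockdowns ranged from -0.230 to -0.106 while single controls ranged from -0.171 to 0.115. At NF10 r was 0.181, not of the predicted sign, and single knockdowns ranged from -0.111 to 0.251 while single controls ranged from -0.159 to 0.105. The sign was predicted beforehand, and the comparison with single controls was added afterwards. By that comparison the NF16 value meets the prediction, since both single knockdowns lie below both single controls. The values of the NF16 controls are a single difference with its sign reversed, and both knockdowns were measured against the same control mean. The comparison at NF16 is therefore a weak one. The NF24 and NF10 values lie outside the range of single controls, but single knockdown libraries at these stages overlap that range, so the comparison decides neither. Same-numbered libraries share deviations at these stages, which enter the single-library ranges, and no comparison within same-numbered pairs was made. In all, 7 correlations of this kind were computed. The effect at NF16 correlated at 0.101 with that at NF10. Contrasts that share control libraries gave -0.655 for the NF16 effect with the control change from NF10 to NF16, and -0.281 for the NF24 effect with the change from NF16 to NF24.

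Technical explanations of the NF16 effect were weighed. After thinning to equal depth 2223 genes were called, so the deeper NF16 control library does not account for the count. Explants of different experiments, or harvested at slightly different ages, remain a concern. In the file names NF16 control replicate 2 and NF16 knockdown replicate 1 share the number 5, and that pair alone gave r = -0.497 with the control change. If the number marks an experiment, a mixture of experiments is unlikely to be the only cause. What the number marks is not stated, and it rests on 1 pair. The file names also give 15 where the labels give NF16 as the stage. A true delay, an earlier harvest and an effect on genes that happen to be developmentally regulated cannot be told apart here.

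Whether a delay alone could account for the NF16 changes was asked by counting genes outside the control range. Both knockdown libraries lay above or below all 8 controls for 1416 genes, 11.8% of those tested, where random ordering would give 4.44%. Of the 2505 genes called at NF16, 441 (17.6%) did so, though these genes were selected for a difference from the NF16 controls. A gene with a peak or trough between the sampled stages would show this under a delay as well. Measured against the 6 controls of NF10 and NF24, 2356 genes (19.6%) lay outside in the NF16 knockdowns and 2667 (22.2%) in the NF16 controls, with 1119 genes in both. Over all tested genes the knockdown libraries left this range no more often than the NF16 controls did, and these counts do not settle whether a delay alone is enough.

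In NF24 knockdown replicates 2 and 3 a set of 20 genes stood at 5 CPM or more and at least 8 times above the other 4 NF24 libraries. Their median was 67.7 CPM in replicate 2 and 36.0 CPM in replicate 3. The highest value among the other 14 libraries was 6.01 CPM, and the median there was 0.0808 CPM. Only 9 of the 20 genes passed the filter, and none of these 9 was called at NF24 by edgeR without a block, although all 9 had an unadjusted p under 0.05. With the replicate block, 2 of the 4 genes that edgeR called at NF24 belong to this set. The limits were chosen after looking at the data. The next best of the 15 pairs of NF24 libraries shared 3 such genes, but a pair picked for its count cannot exclude a chance split. Cells of another kind carried into some explants are a candidate source. They would give a near constant ratio, and log2 levels in the 2 libraries correlated at r = 0.876 across the 20 genes, with replicate 2 higher for 18 of them. The ratio of replicate 2 to replicate 3 had a median of 1.97 and ranged from 0.621 to 5.57, so it was not near constant. A shared response of the knockdown cells would give the same correlation. Genes selected for this pattern cannot separate these explanations, and the identifiers were not matched to symbols.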
